A study of Mus musculus with 3 samples. Its data were reported in "Transcriptome and DNA methylation profiling during the NSN to SN transition in mouse oocytes" (2025).

How the data were processed

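H3K36me3 was profiled by ultra-low-input native ChIP-seq in 3 replicate pools of about 280 germinal vesicle (GV) oocytes each, all from 25-day-old mice. Per the methods of the study, the authors trimmed the reads, mapped them to GRCm38 with Bowtie2 and counted them in SeqMonk over windows of 2 kb placed end to end along the genome. Windows with very few or very many reads in input chromatin were removed by the authors, and 1186323 valid windows were left. The methods do not state whether duplicate reads were removed, so the counts used below may include PCR copies, which are not independent molecules. One of the replicates, replicate 2, was made with less antibody than the others.

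The first deposited table gives an RPKM value (by the authors' name, reads scaled to the length of the window and the depth of the library) for each valid window in each replicate, on a linear scale and without pooling of replicates. The columns do not follow the order of the replicates, and each was assigned by its heading. In every column all values were whole multiples of a single step, which is the value of 1 read: 0.136 RPKM in replicate 1, 0.396 in replicate 2 and 0.338 in replicate 3. Reads were recovered by dividing by that step, and 100% of the values came out whole in each replicate. If the values are CPM (reads of a window scaled to the depth of the library), the reads in windows are 1.07 times the library total that the step implies, in each replicate. If they are also divided by the window length in kb, the reads in windows are between 2.13 and 2.14 times the total implied. The first reading is the closer one, though neither gives exactly 1, and the reason was not tested. The deposited RPKM values were therefore treated as proportional to CPM in windows of a fixed size, and the threshold of 1 as a threshold on that scale. A value above 1 takes 8 reads in replicate 1, 3 reads in replicate 2 and 3 reads in replicate 3.

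The second deposited table names, for each window with at least 1 mark, the marks that the authors called enriched there among H3K4me3, H3K27me3 and H3K36me3. It holds category names and no measurement, with 1 call per window and no replicates. The H3K4me3 and H3K27me3 calls come from libraries the same laboratory had published before, whose values were not used here. Windows of the first table that the second table does not list were treated as unmarked (315168 windows). How the authors combined the replicates for the H3K36me3 call was tested on the tables: the call was identical to a mean RPKM of the 3 replicates above 1 in every valid window, with 0 differences.

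All samples belong to a single group, so no comparison between groups was made and no model across windows was fitted. Replicates were compared by Pearson's correlation of linear RPKM over all valid windows, a description across windows without a p-value. Whether 2 replicates differed by more than counting noise was measured by the chi-square of their recovered reads per degree of freedom, which is near 1 for repeat draws from a single library without PCR copies. The part of a replicate's variance that comes from counting was taken as its mean RPKM times the value of 1 read. Correlations were also computed after this part was taken off.

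Enriched windows had a mean RPKM above 1. Co-occurrence of H3K36me3 with another mark was the number of windows with both calls over the number expected from the shares of both marks on each chromosome, summed over the 19 autosomes and X. It was tested with a two-sided permutation test in which the H3K36me3 calls of each chromosome were shifted in a circle by a random distance, 100000 times, so that the runs of neighbouring windows stayed intact. Levels of window categories were compared within each replicate as the log2 ratio of mean RPKM, with no pseudocount. The test was a two-sided exact sign-flip permutation test over the 3 replicates, for which the smallest possible p is 0.25, and a two-sided permutation test of 100000 sign flips over 20 chromosomes. Chromosomes of the same libraries are not biological replicates. Their test asks whether a difference holds along the genome. Exact enumeration of these flips was also run during the work, and the random draws of the original design are the ones reported. P-values were adjusted by the Benjamini-Hochberg method over the 3 level contrasts and over the 2 co-occurrence tests.

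Genes came from GENCODE release M21 on GRCm38, and every window lay inside the GRCm38 chromosomes. A window counted as genic when its midpoint lay in any annotated gene. The profile along genes used protein-coding genes of at least 20 kb with 10 equal parts of the body and 20 kb on either side. Named genes and runs were fixed before the data were examined: 10 genes known for their transcription in oocytes, 10 genes of somatic lineages, the 5 longest runs of neighbouring windows above 1 in all 3 replicates, and the 5 longest runs called for H3K36me3 and H3K27me3 without H3K4me3. A gene's value was the mean RPKM of the windows that touch it. The gene profile, the comparison of domains with shuffled calls and the test between the gene lists were added after the tables had been seen. The annotation of runs by exon used the exons of all transcripts of a gene.

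The statistics were tested on simulated data with known answers. Reads were recovered in 100% of 200000 simulated windows at each replicate's value of 1 read. The circular-shift test gave p below 0.05 in 5% of 200 simulations with independent marks and in 94% of 200 simulations in which 1 in 5 shared blocks had been removed. A true correlation of 0.748 over 200000 windows was observed as 0.570 at the depths of replicates 1 and 2, and came out as 0.749 after the counting part was taken off. The sign-flip test over 20 values gave p below 0.05 in 4.5% of 200 simulations without an effect.

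Alternatives fixed before the data were examined covered log scales with pseudocounts of 0.1 and 1, rank correlation, other thresholds, calls that need all 3 or at least 2 replicates, scaling and quantile normalization, averages of 5 neighbouring windows, domain edges left out, medians, autosomes only, and, for most results, leaving out each replicate in turn. Alternatives added later were reads drawn down to the number of replicate 2, levels taken from a replicate that was held out of the call, leaving out each replicate for the correlation, the counting noise and the share called in all replicates, protein-coding genes only, and a gene list without Gata1. DNA methylation and RNA data of the study were not used here. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.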

Results

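H3K36me3, a trimethylation of histone H3 found over transcribed gene bodies, was measured in fully-grown mouse GV oocytes. These are the oocytes that have finished growth and still hold an intact nucleus, the germinal vesicle. The question was where the mark lies in these cells and how far its domains overlap with those of H3K4me3, a mark of promoters that also forms broad domains in oocytes, and of H3K27me3, a repressive mark. Chromatin was pulled down without cross-linking from pools of about 280 oocytes, and 3 replicates made up a single group. The 1186323 valid windows covered 2.37 Gb of the genome. Recovered reads in these windows numbered 7888140 in replicate 1, 2692510 in replicate 2 and 3166564 in replicate 3. These are sums over windows. They exceed the library total that the values imply, so they may not be counts of distinct reads. A window held a median of 4 reads in replicate 1 and of 1 read in replicates 2 and 3. Windows without any read numbered 104862 in replicate 1, 451069 in replicate 2 and 457547 in replicate 3. The values named RPKM were treated as proportional to CPM (reads of a window scaled to the depth of the library), which was not settled. A value of 1 is 1.11 times the mean over all valid windows and 2.01 times the median.

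The replicates were first compared with each other over all valid windows. Pearson's r was 0.659 between replicates 1 and 2, 0.731 between replicates 1 and 3 and 0.592 between replicates 2 and 3, with a mean of 0.660 ± 0.070 (SD over the 3 pairs). Windows are not independent replicates, and r here describes resemblance along the genome. The average of 5 neighbouring windows moved r most, to a mean of 0.875. Counting alone accounted for 15.3% of the variance of RPKM over windows in replicate 1, 26.1% in replicate 2 and 20.9% in replicate 3. After this part was taken off, r was 0.833 between replicates 1 and 2, 0.893 between replicates 1 and 3 and 0.774 between replicates 2 and 3. The recovered reads differed by more than counting noise in every pair, with a chi-square per degree of freedom of 1.44 for replicates 1 and 2, 1.33 for replicates 1 and 3 and 1.59 for replicates 2 and 3. Separate pools of oocytes differ by more than counting in any case, and PCR copies would raise this value too, so it does not show where the spread comes from. All 3 replicates were counted.

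H3K36me3 was enriched, with a mean RPKM above 1, in 376991 windows, or 31.8% of the valid windows (754 Mb). Single replicates passed the same threshold in 379443, 385406 and 416673 windows, a mean of 393841 ± 19997 (SD, n = 3). A threshold of 2 moved the count most and left 178394 windows. Calls were compared between replicates to see how many rest on all of them. Of the enriched windows, 234063 (62.1%) were above 1 in each replicate, 93.6% in at least 2 replicates, and 6.43% in only 1 replicate. Windows above 1 in all 3 replicates were 19.7% of the valid windows, against 3.65% if the replicates had made their calls independently, a ratio of 5.41. The share called in all replicates fell to 36.8% at a threshold of 2. It depended on depth, because it was 54.1% when the reads of replicates 1 and 3 were drawn down to the number of replicate 2.

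Enriched windows ran together into 75026 domains, with a median length of 4 kb and a longest domain of 410 kb. Domains of a single window made up 42.6% of the domains, while 75.6% of all enriched windows lay in domains of at least 5 windows. When the calls were shuffled within chromosomes, 258874 domains formed, the longest had 13 windows, and 3.95% of enriched windows lay in domains of at least 5 windows. The longest domain depended on the replicates used and was between 264 and 402 kb when 1 replicate was left out. It was 104 kb when a window had to pass in all 3 replicates.

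Windows were then grouped by the categories of the deposited table. H3K36me3 alone was called in 292361 windows, or 77.6% of the enriched windows. H3K36me3 and H3K4me3 were called together in 54094 windows (14.3%), H3K36me3 and H3K27me3 in 24404 windows (6.47%), and all 3 marks in 6132 windows (1.63%). Without H3K36me3, H3K27me3 alone was called in 218973 windows, H3K4me3 alone in 169128 windows and the combination of H3K4me3 and H3K27me3 in 106063 windows.

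The H3K36me3 level was compared between these categories to see whether windows with a further mark carry as much H3K36me3 as windows without. The mean RPKM was 2.17 ± 0.14 (SD, n = 3) in windows with H3K36me3 alone. It was 1.92 ± 0.22 (SD, n = 3) in windows with H3K36me3 and H3K27me3, 1.81 ± 0.15 (SD, n = 3) in windows with H3K36me3 and H3K4me3, and 1.35 ± 0.30 (SD, n = 3) in windows with all 3 marks. In windows with no H3K36me3 call it was 0.407 ± 0.092 (SD, n = 3) with H3K4me3 alone, 0.371 ± 0.094 (SD, n = 3) with H3K4me3 and H3K27me3, 0.331 ± 0.068 (SD, n = 3) with H3K27me3 alone and 0.323 ± 0.054 (SD, n = 3) without any mark. The last values are not a measured background, since the categories were defined by the same H3K36me3 values.

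**Figure D1:**
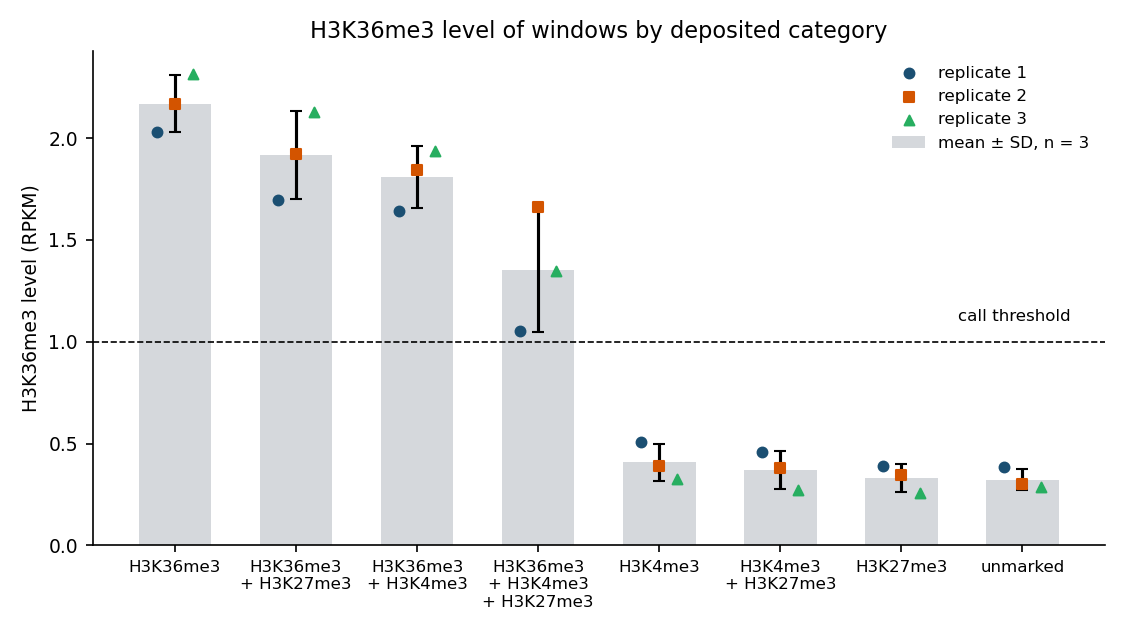
Mean H3K36me3 level (RPKM, vertical axis) of the windows of each deposited category (horizontal axis); bars give the mean of 3 replicates, error bars the SD, points the single replicates, and the dashed line the threshold of 1. Windows with all 3 marks are the lowest of the enriched categories (1.35) and have the widest spread, from 1.05 in replicate 1 to 1.66 in replicate 2.

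Within each replicate, windows with a further mark had less H3K36me3 than windows with H3K36me3 alone. The log2 ratio was -0.18 ± 0.07 (SD, n = 3) for H3K36me3 and H3K27me3, -0.26 ± 0.04 (SD, n = 3) for H3K36me3 and H3K4me3, and -0.70 ± 0.29 (SD, n = 3) for all 3 marks. The exact sign-flip permutation test over 3 replicates gave p = 0.25 for each, the smallest value it allows. With 3 replicates this test cannot reach the 0.05 threshold, whatever the size of the difference. Each of the 3 categories was lower on 20 of 20 chromosomes, with p = 3.0e-05 (permutation test of sign flips over chromosomes, 3.0e-05 after Benjamini-Hochberg adjustment over 3 contrasts). The difference for H3K36me3 and H3K27me3 depended on which windows were used. Among windows whose neighbours on either side had the same category (4759 windows with H3K36me3 and H3K27me3), the log2 ratio was 0.083 ± 0.11 (SD, n = 3), lower on 5 of 20 chromosomes, with p = 0.00292 in the same permutation test. This choice also leaves out the shorter runs, so position within a run and run length cannot be told apart. For all 3 marks, the level also varied between replicates, with 1.05 RPKM in replicate 1, 1.66 in replicate 2 and 1.35 in replicate 3. Only 19.5% of the windows with all 3 marks were above 1 in each replicate, against 66.8% with H3K36me3 alone, 47.3% with H3K36me3 and H3K27me3 and 48.2% with H3K36me3 and H3K4me3.

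Co-occurrence was compared with chance to ask whether the marks avoid each other. H3K36me3 and H3K27me3 were called together in 30535 windows of the autosomes and X, counting windows with all 3 marks, against 113338 expected, a ratio of 0.269. Circular shifts of the H3K36me3 calls gave ratios between 0.975 and 1.02 in 95% of draws, and the permutation p was 1.0e-05, the smallest that 100000 draws can give. The ratio was below 1 on 20 of 20 chromosomes. H3K36me3 and H3K4me3 were called together in 60225 windows against 107274 expected, a ratio of 0.561, with shifts between 0.982 and 1.02, a permutation p of 1.0e-05 and 20 of 20 chromosomes below 1. Both p-values were 1.0e-05 after Benjamini-Hochberg adjustment over the 2 tests. Among the alternatives tested with shifts, the one that moved the ratios most depended on the mark. Leaving out the edges of domains lowered the ratio for H3K27me3 to 0.137, and a threshold of 2 lowered the ratio for H3K4me3 to 0.337. Calls from replicate 2 alone, made without shifts, moved the ratio for H3K27me3 further and toward chance, to between 0.433 and 0.538 on the autosomes and 0.846 on X.

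**Figure D2:**
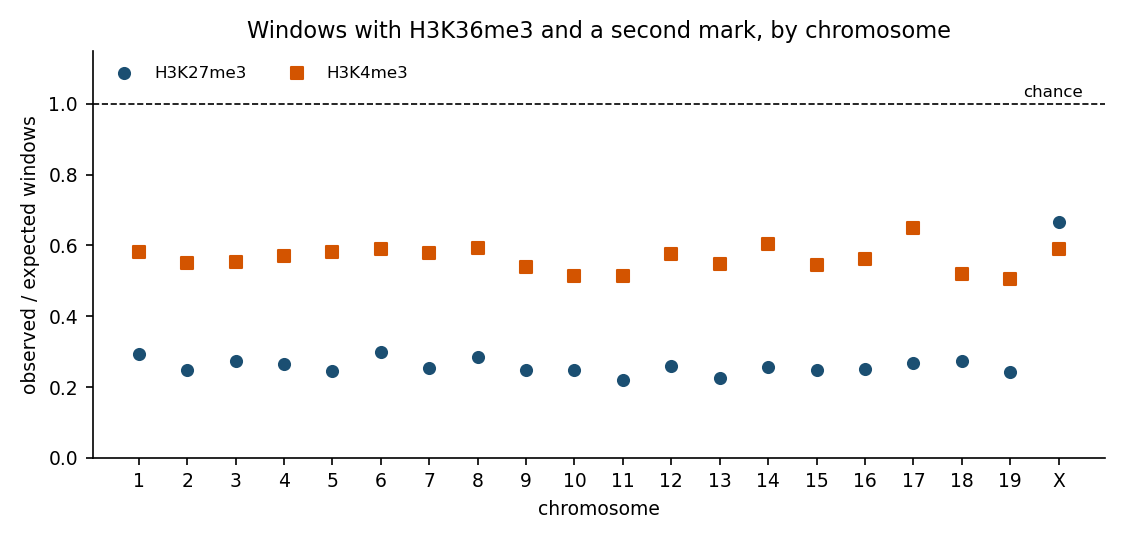
Observed over expected number of windows (vertical axis) called for H3K36me3 together with H3K27me3 (circles) or H3K4me3 (squares) on each chromosome (horizontal axis); the dashed line at 1 is chance. For H3K27me3 the autosomes lie between 0.220 and 0.299 and X lies at 0.667.

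Among the autosomes the ratio for H3K27me3 ranged from 0.220 on chromosome 11 to 0.299 on chromosome 6, whereas it was 0.667 on X. The ratio for H3K4me3 on X, 0.591, lay within the range of the autosomes, from 0.506 on chromosome 19 to 0.648 on chromosome 17. H3K36me3 was enriched in 24.9% of the windows of X. The share on autosomes ranged from 24.3% on chromosome 3 to 37.9% on chromosome 5, and was 32.2% over all autosomes. Within single replicates the share on X over the share on autosomes was 0.834 ± 0.044 (SD, n = 3), and for the call from the mean of the replicates it was 0.774. A single chromosome was set against 19, so no test was made. At a threshold of 1.5 the share on X (15.2%) was below that of every autosome.

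H3K36me3 was next related to annotated genes. The mean RPKM was 1.25 ± 0.03 (SD, n = 3) in genic windows and 0.569 ± 0.024 (SD, n = 3) in intergenic windows, a log2 ratio of 1.13 ± 0.09 (SD, n = 3). All 3 replicates had the same direction, with p = 0.25 in the exact sign-flip permutation test, the smallest it allows. Genic windows were enriched in 48.3% of cases and intergenic windows in 15.9%, and 74.4% of the enriched windows were genic. The median in place of the mean moved the log2 ratio most, to 1.46. By category, 77.3% of windows with H3K36me3 alone were genic, against 67.0% with H3K36me3 and H3K4me3, 61.2% with all 3 marks, 59.2% with H3K36me3 and H3K27me3, 40.2% with H3K27me3 alone and 31.8% without any mark.

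Along 10068 protein-coding genes of at least 20 kb, the level was lowest in the 5 kb upstream of the gene start, with 0.748 RPKM ± 0.037 (SD, n = 3). It rose from 1.04 ± 0.003 (SD, n = 3) in the first of 10 equal parts of the gene body to 1.56 ± 0.06 (SD, n = 3) in the last. The last part was 1.50 ± 0.06 (SD, n = 3) times the first. In the 5 kb after the gene end the level was 1.17 ± 0.01 (SD, n = 3).

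**Figure D3:**
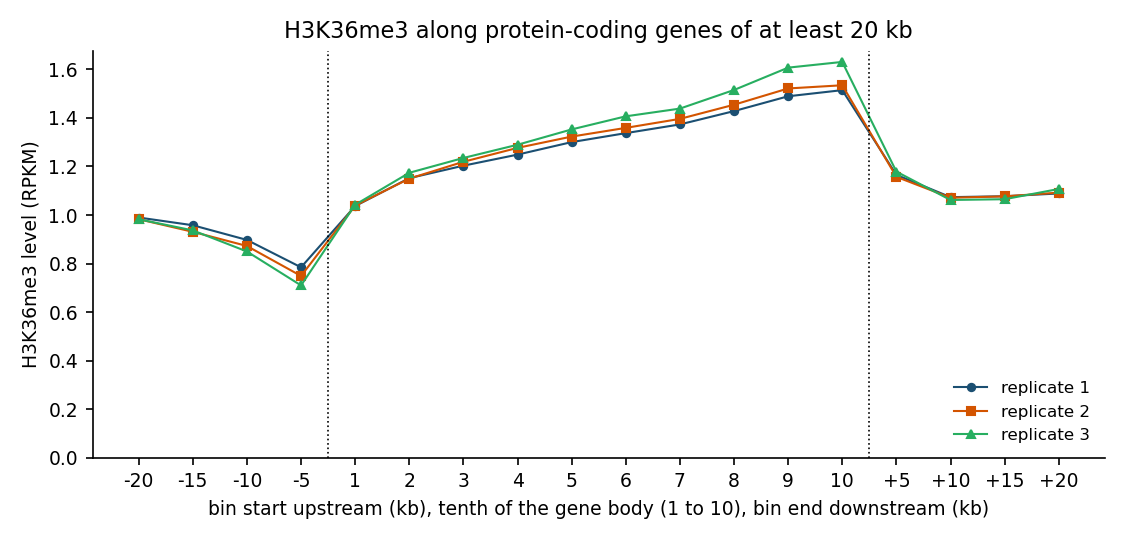
Mean H3K36me3 level (RPKM, vertical axis) in bins along 10068 protein-coding genes of at least 20 kb (horizontal axis: upstream bins of 5 kb, 10 equal parts of the gene body, downstream bins of 5 kb; dotted lines mark gene start and end); each line is a replicate. All 3 lines rise along the gene body, from a mean of 1.04 to 1.56, and fall after the gene end.

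Named genes were examined next. The 10 oocyte genes had a mean of 2.16 RPKM ± 0.11 (SD, n = 3) and the 10 genes of somatic lineages a mean of 0.569 ± 0.069 (SD, n = 3). The lists differed by 1.59 RPKM, with p = 6.0e-05 in a two-sided permutation test over the 20 genes, and the difference was positive in 3 of 3 replicates. The oocyte genes ranged from 1.24 to 3.73 RPKM, and 10 of 10 had a mean above 1. Bmp15 had the highest value (ENSMUSG00000023279.7, chromosome X, 6314107 to 6320721), 3.73 ± 1.03 (SD, n = 3) over 4 windows with 170 reads. Kit (ENSMUSG00000005672.12, chromosome 5, 75574916 to 75656722) had 2.29 ± 0.17 (SD, n = 3) over 42 windows with 1198 reads, and 41 of these windows were enriched. Oosp1 (ENSMUSG00000041857.10, chromosome 19, 11667460 to 11691150) had the lowest value, 1.24 ± 0.17 (SD, n = 3), and the median of its 11 windows was 0.829. Figla (ENSMUSG00000030001.4, chromosome 6, 86016171 to 86020996) rested on 3 windows with 81 reads, and its values were 2.40 in replicate 1, 2.77 in replicate 2 and 0.790 in replicate 3. None of the 10 oocyte genes had a window called for H3K27me3 (0 windows).

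Of the 10 lineage genes, 1 had a mean above 1. This was Gata1 (ENSMUSG00000031162.14, chromosome X, 7959260 to 7978071, reverse strand), with 2.35 RPKM ± 0.55 (SD, n = 3), 11 of 11 windows enriched, and 0 windows called for H3K27me3. The other lineage genes lay between 0.136 and 0.505 RPKM and all had windows called for H3K27me3. In Ins2 these were only 2 of 33 windows, and 4 of its windows were enriched for H3K36me3. Pax6 (ENSMUSG00000027168.21, chromosome 2, 105668900 to 105697364) had 0.419 ± 0.033 (SD, n = 3), with 13 of 15 windows called for H3K27me3. The lowest, Myod1 (ENSMUSG00000009471.4, chromosome 7, 46376474 to 46379099), rested on 6 reads in 2 windows. Without Gata1 the lists differed by 1.78 RPKM.

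The longest runs of windows above 1 in all 3 replicates lay within genes on GRCm38. The first covered 104 kb of chromosome 10 from 60314001 to 60418000, inside Cdh23 (ENSMUSG00000012819.15, reverse strand, 60302748 to 60696490), with 4.13 RPKM ± 0.11 (SD, n = 3) and 2752 reads. The second covered 102 kb of the same gene from 60424001 to 60526000, with 3.61 ± 0.23 (SD, n = 3). Exons of Cdh23 made up 6.98% of the first run and 1.40% of the second, and the rest of both lay in its introns. The genes Vsir and Gm17455, on the forward strand, lie within the first run. The third covered 90 kb inside Loxhd1 on chromosome 18 from 77338001 to 77428000, with 4.27 ± 0.75 (SD, n = 3). The fourth covered 86 kb on chromosome 14 from 77904001 to 77990000, of which 99.7% lay in Epsti1, with 3.32 ± 0.25 (SD, n = 3). The fifth covered 78 kb inside Wdfy4 on chromosome 14 from 33050001 to 33128000, with 3.37 ± 0.27 (SD, n = 3).

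The windows called for H3K36me3 and H3K27me3 without H3K4me3 fell into 15548 runs, with a median of 1 window. Single windows held 46.9% of them and runs of at least 3 windows held 34.0%. The longest runs had 34 windows (68 kb). They lay in Prkcb on chromosome 7 from 122544001 to 122612000, with 2.14 RPKM ± 0.32 (SD, n = 3), and in Efcab6 on chromosome 15 from 83932001 to 84000000, with 2.45 ± 0.38 (SD, n = 3). The next were inside the Cdh23 domains described above, at 60360001 to 60418000 (58 kb, 4.55 ± 0.03, SD, n = 3) and at 60428001 to 60478000 (50 kb, 3.87 ± 0.09, SD, n = 3). The fifth covered 50 kb of chromosome 12 from 109562001 to 109612000, with 4.90 ± 0.50 (SD, n = 3). It spans the end of the long non-coding RNA gene Meg3, the gene Rtl1 on the reverse strand and the start of the non-coding gene Rian. Of the 195 windows with their midpoint in Cdh23, 178 were called for H3K36me3, 106 for H3K27me3 and 91 for both.

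**Figure D4:**
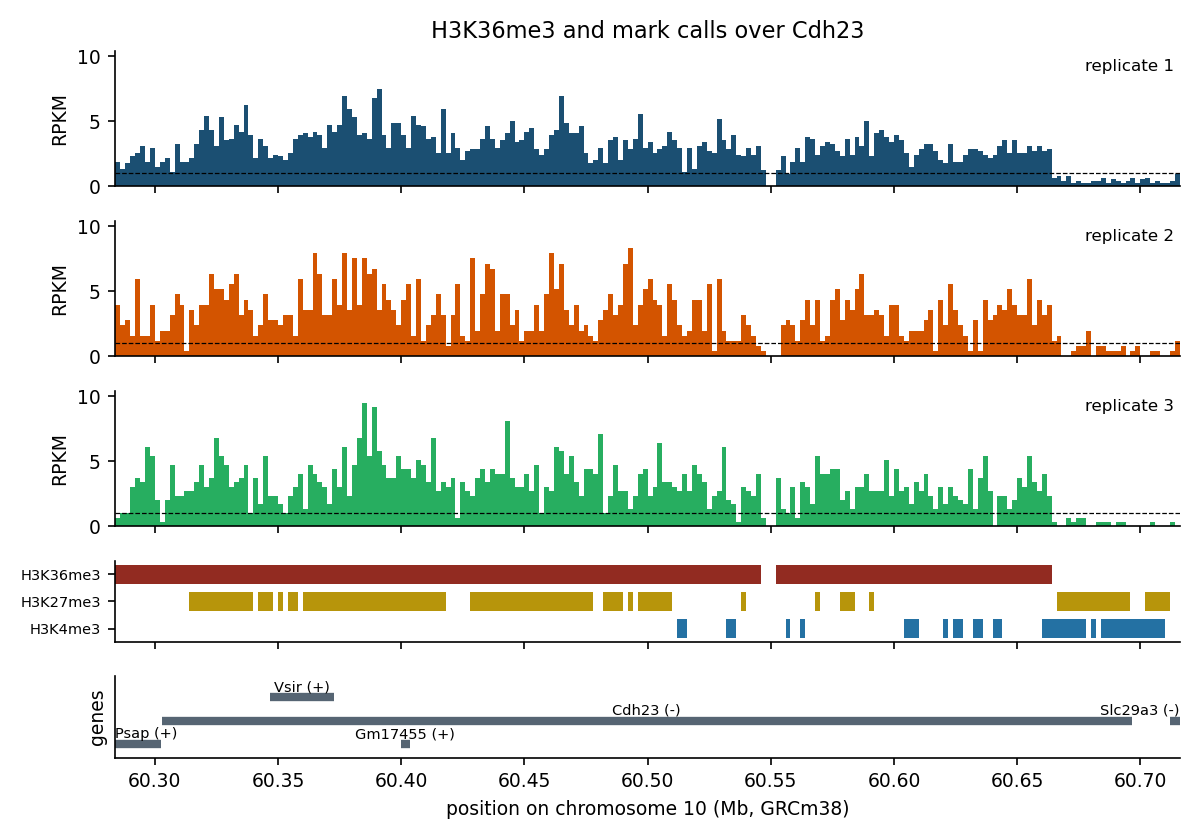
H3K36me3 level (RPKM, top 3 panels, 1 per replicate, dashed line at 1) in windows of chromosome 10 from 60284001 to 60716000 (GRCm38, horizontal axis in Mb), with the calls for each mark and the protein-coding genes (strand in parentheses) below. H3K36me3 calls cover 178 of the 195 windows of Cdh23, and 91 of them are also called for H3K27me3, mostly toward the 3′ end of the gene.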

Values the study reported

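The study made replicates 1 and 3 with 250 ng and replicate 2 with 125 ng of antibody. It started from 1,362,779 windows and kept 1,186,323 as valid. It reported 335,417 windows enriched for H3K4me3, 355,572 for H3K27me3 and 376,991 for H3K36me3. Among combinations, it counted 54,094 windows with H3K4me3 and H3K36me3, 24,404 with H3K36me3 and H3K27me3 and 6,132 carrying all 3 marks. The study's case for co-marking did not rest on these counts alone. It found partial DNA methylation in windows with a further mark, against nearly full methylation with H3K36me3 alone. The paper took this as support for co-marking, and left open that single oocytes differ in their marks. DNA methylation was not used here.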

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

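Of 104 recomputed values of the main results, 87 were counted as kept. These kept their direction and either their side of the test's threshold or a value within the replicate spread or, for counts, within 1.5 times. Exceptions were chi-square per degree of freedom values of 1.70 in windows with a mean RPKM above 1 and 1.59 without replicate 1. They were counted as kept, above 1 but outside the spread of 0.126 around 1.455. The share called in all replicates was held to its 95% interval over windows. Values counted as moved numbered 16, and 1 reversed. Of the 87, the 3 for the genic ratio without a replicate could not have left the spread. A mean of 2 of 3 values always lies within the SD of the 3. The co-occurrence ratios with the deposited call, 0.269 and 0.561, could not move either, since it matches the main call in every window. The ratios of co-occurrence stayed below 1 with a permutation p of 1.0e-05 under every alternative for which the shifts were run, from 0.137 to 0.329 for H3K27me3 and from 0.337 to 0.618 for H3K4me3. Calls from a single replicate were made for H3K27me3 only, without shifts, and lay closer to chance: with replicate 2 alone the autosomes ranged from 0.433 to 0.538 and X was 0.846. Alternatives with held-out replicates, reads drawn down, protein-coding genes only or Gata1 left out, and those that left out replicates for the correlation, the counting noise and the share called in all replicates, were chosen after seeing the data.

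The reversed value was the H3K36me3 level of windows with H3K36me3 and H3K27me3 against H3K36me3 alone. Its log2 ratio was 0.083 when only windows between neighbours of the same category were used, and from -0.15 to -0.44 under the other alternatives. The cause was not tested by this setting. The levels of H3K36me3 with H3K4me3 and with all 3 marks stayed lower under each alternative. With the call from 2 replicates and the level from the third, the log2 ratio was -0.44 for H3K36me3 and H3K27me3, -0.43 for H3K36me3 and H3K4me3 and -1.43 for all 3 marks.

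The replicate correlation was 0.587 on the log2(RPKM + 0.1) scale and 0.875 for averages of 5 neighbouring windows, and ranged from 0.592 to 0.731 over the fits that each left out a replicate. The number of enriched windows was 178394 at a threshold of 2 and 234063 when all 3 replicates had to pass. The share of enriched windows called in all replicates was 49.6% at a threshold of 1.5, 36.8% at 2, 81.7% for averages of 5 windows and 54.1% with reads drawn down to replicate 2. It ranged from 69.9% to 80.8% when a replicate was left out, which needs only 2 replicates to pass and so gives a higher share by construction. The ratio of X to autosomes was 0.656 at a threshold of 1.5 and 0.654 with calls in all 3 replicates. A gap of 1 window left 49308 domains, since it joins neighbours. The log2 ratio of genic to intergenic windows was 1.46 with medians. The cause of the other shifts was not tested.

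Depth limits single windows: the threshold of 1 is passed with 3 reads in replicates 2 and 3. With medians over windows, 11 of the 20 named genes left the replicate spread, and Oosp1 alone crossed 1, at 0.829. The 60 values that each left out a replicate could not leave the spread for the same reason, and 0 of them crossed 1. Genes with few reads changed much all the same: Hoxa9 fell to 0.203 without replicate 2 and Myod1 to 0 without replicate 1. No analysis paired across groups was possible because the study has a single group.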

Other observations

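Of the tests below, those of background in replicate 2, of the odds ratio on X, of borders between marks and domain edges, of counting noise between replicates and of the antibody amount were chosen after the values they bear on had been seen in part. The limits that 2 of the counts over chromosomes had to pass were also lowered once those counts were known, which changed none of the readings. The patterns themselves were found in these data, so each explanation is a hypothesis.

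Windows with all 3 marks had less H3K36me3 in replicate 1 (1.05 RPKM) than in replicate 2 (1.66) and replicate 3 (1.35). A candidate explanation is counting noise near the threshold, because a window is called from the mean of the replicates, and a chance excess weighs most in the shallow ones. When the call was made from 2 replicates and the level read from the third, windows with both other marks fell to 0.776 ± 0.099 (SD over 3 rotations). The held-out level was 0.790 in replicate 1, 0.867 in replicate 2 and 0.670 in replicate 3, so all 3 were below 1 and replicate 1 was no longer the lowest. Only 30.8% of these windows passed 1 in the replicate held out. By the same measure, windows with no further mark kept 2.08 ± 0.12. The held-out level with both other marks was still above the 0.398 of windows that the 2 replicates did not call. Windows whose true levels differ below the threshold would give this too, so it cannot show how many calls are noise. Noise may account for a part of the calls, and the size of that part stays open. Extra background of replicate 2 was tested in windows that the other replicates did not call. The first test went with it: windows with both other marks, relative to unmarked windows, had a higher level in replicate 2 than in replicate 1 on 19 of 20 chromosomes (ratios of 1.06 and 1.01). A second test was chosen after that result was known and went the other way, with a higher absolute level in replicate 2 on 0 of 20 chromosomes (0.425 against 0.469 RPKM). Replicate 3 had the lowest background by either measure (a ratio of 0.746 and 0.299 RPKM, above replicate 1 on 0 of 20 chromosomes), which argues against background as the source of its level above replicate 1. For replicate 2 a higher background relative to unmarked windows stays open. Its ratios differ by far less than the levels of 1.66 and 1.05 in the windows with all 3 marks, so it may account for a small part. Only 0.391% of the windows with all 3 marks lay next to a removed window, which argues against poorly mapped edges. Against windows with H3K36me3 alone of matching GC content, the log2 gap of replicate 2 over replicate 1 was 0.57, and it was 0.56 before matching, which argues against GC content. No biological explanation was tested, since the samples form a single group.

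Windows called for H3K36me3 and H3K27me3 without H3K4me3 were mostly single windows and short runs. Clean borders, with H3K36me3 alone on one side and H3K27me3 alone on the other, accounted for 2.1% of those with known neighbours. The share was low in part by its rule, because 53.5% had a window with both marks beside them and could not pass. Borders wider than 1 window, or beside windows that also carry H3K4me3, were not counted. The value thus argues only against clean borders of 1 window as the main source. Edges of H3K36me3 domains in general stay open as a source. Of the windows with both marks, 53.2% had a neighbour without an H3K36me3 call, against 23.1% of windows with H3K36me3 alone, and the share was higher on 20 of 20 chromosomes. Only 19.8% had both marks on either side as well. Leaving out the edges lowered all windows with H3K36me3 and H3K27me3 from 30535 to 12279 and the ratio to chance from 0.269 to 0.137. Counting noise at the threshold could also give such calls, and isolated calls from noise would lie at edges too. The held-out level over all windows that 2 replicates called was 1.54 ± 0.09 (SD over 3 rotations). This argues against noise in the H3K36me3 call as the whole cause. The H3K27me3 call was not held out, so noise in that call was not tested. Run length separated the windows. The held-out level was 1.10 ± 0.07 in single windows, just above the threshold in each rotation, and 42.2% of these windows passed 1 in the third replicate. It was 1.62 ± 0.13 in runs of 2 windows, 2.27 ± 0.28 in runs of 3 or more and 2.54 ± 0.32 in runs of 5 or more, where 87.8% passed. The longer runs as a set thus stayed well above the threshold in each replicate in turn, while a large part of the single windows may not hold in a further library. Whether both marks lie on the same chromosomes of the same oocytes cannot be read from pools of cells, and a mixture of oocytes with either mark was not tested.

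On X, H3K36me3 and H3K27me3 met more often relative to chance (0.667) than on any autosome (highest 0.299). X was singled out after these values were seen, and 11 ways of making the call or the expectation were tried, several of them without a stated outcome in advance. X had the highest ratio in all 11. With calls that need all 3 replicates, X had 0.439 and the highest autosome 0.214. This argues against counting noise in the H3K36me3 calls as the whole cause. Noise may still weigh more on X, because the held-out level of windows with H3K27me3 and without H3K4me3 that 2 replicates called was 1.27 ± 0.05 there against 1.56 ± 0.09 on autosomes (SD over 3 rotations), lower in each rotation. Windows with H3K36me3 alone were also lower on X in each rotation, for example 1.71 against 2.00 in replicate 1. X has more windows within 10 kb of a removed window than autosomes (35.9% against 19.4%), more repeat-masked sequence (39.7% against 30.2%) and a lower GC content (39.1% against 42.0%). Without windows near removed windows the ratio on X was 0.514 and the highest autosome 0.275. With the expectation taken within GC deciles it was 0.643 against 0.282, and within deciles of repeat content 0.558 against 0.270. Each of these lowered X without bringing it into the range of the autosomes. X has fewer windows called for H3K27me3 (18.6%), but the odds ratio was also highest there, 0.544 against at most 0.160, so the shares of the marks do not set the order. The pattern was spread along the chromosome, with 19 of 20 equal segments above 0.253, the median of 329 autosomal segments of the same size. The tests thus argue against H3K36me3 counting noise, poorly mapped edges, GC content, repeats, mark shares and a few loci, each as the whole cause. Reads shared between copies of the gene families of X, and the H3K27me3 libraries on X, were not tested, so a technical source stays open. A true difference of X in the overlap of the marks may remain as a hypothesis.

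Replicate 2 correlated less with replicates 1 and 3 than these did with each other. After the counting part of the variance was taken off, replicates 1 and 3 had the highest correlation on 20 of 20 chromosomes, which argues against depth. With reads drawn down to the number of replicate 2, r was 0.579 between replicates 1 and 2, 0.581 between replicates 2 and 3 and 0.631 between replicates 1 and 3. GC content did differ in its effect, since unmarked windows in the highest GC decile had 1.14 times the level of the lowest decile in replicate 2, against 1.58 in replicate 1 and 1.53 in replicate 3. Removing the GC trend of each replicate left the gap of replicates 1 and 3 over the next pair at 0.062, and it was 0.060 before, which argues against GC content as the cause of the gap. The amount of antibody stays open and cannot be told apart from any other feature of this library, because only 1 library was made with the lower amount.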
